# YBX1 Indirectly Targets Heterochromatin-Repressed Inflammatory Response-Related Apoptosis Genes through Regulating CBX5 mRNA

**DOI:** 10.3390/ijms21124453

**Published:** 2020-06-23

**Authors:** Andreas Kloetgen, Sujitha Duggimpudi, Konstantin Schuschel, Kebria Hezaveh, Daniel Picard, Heiner Schaal, Marc Remke, Jan-Henning Klusmann, Arndt Borkhardt, Alice C. McHardy, Jessica I. Hoell

**Keywords:** medulloblastoma, Y-box binding protein 1, PAR-CLIP, RNA-Seq, post-transcriptional gene regulation

## Abstract

Medulloblastomas arise from undifferentiated precursor cells in the cerebellum and account for about 20% of all solid brain tumors during childhood; standard therapies include radiation and chemotherapy, which oftentimes come with severe impairment of the cognitive development of the young patients. Here, we show that the posttranscriptional regulator Y-box binding protein 1 (YBX1), a DNA- and RNA-binding protein, acts as an oncogene in medulloblastomas by regulating cellular survival and apoptosis. We observed different cellular responses upon YBX1 knockdown in several medulloblastoma cell lines, with significantly altered transcription and subsequent apoptosis rates. Mechanistically, PAR-CLIP for YBX1 and integration with RNA-Seq data uncovered direct posttranscriptional control of the heterochromatin-associated gene *CBX5*; upon YBX1 knockdown and subsequent CBX5 mRNA instability, heterochromatin-regulated genes involved in inflammatory response, apoptosis and death receptor signaling were de-repressed. Thus, YBX1 acts as an oncogene in medulloblastoma through indirect transcriptional regulation of inflammatory genes regulating apoptosis and represents a promising novel therapeutic target in this tumor entity.

## 1. Introduction

Medulloblastomas mainly arise from undifferentiated neural precursor cells within the cerebellum or dorsal brainstem [1] and account for around 20% of all malignant brain tumors in children [2,3,4]. Incidence rates estimated in children (1–14 years of age) and adults (15–30 years of age) show that children are about 4.4 times more likely to be diagnosed with medulloblastomas than adults [4]. Medulloblastomas are classified according to their molecular background into four subgroups [5]: Group 1, derived from granule neuron precursors in cerebellar external granule cell layer with aberrant Sonic hedgehog signaling (SHH) [6,7]; group 2, originated from dorsal brain stem progenitors and Wnt-signaling (Wnt) driven [8]; group 3 with association to Myc overexpression in diverse precursors [9,10,11]; and group 4, which is thought to arise from deep nuclei precursors in the upper rhombic lip [12]. Overall survival rates of children diagnosed with medulloblastoma increased within the past years to 70–80% 5-year survival [13], but the outcome is dependent on the subgroups [14]. Standard therapies include radiation and adjuvant chemotherapy, which frequently result in severe side effects including impaired cognitive development especially in young patients and, thus, less invasive treatments and (ideally) targeted therapies are the focus of intense research [15,16].

The Y-box binding protein 1 (YBX1) is a DNA- and RNA-binding protein containing a highly conserved cold-shock domain, which is involved in many different cellular processes such as cell proliferation and development [17]. This domain has already been structurally solved and has an affinity to 5-metylcytosine RNA [18]. The YBX1 RNA binding motif was not consistently reproduced by different studies in the past, however, it is considered to be C/A-rich [19,20,21,22]. YBX1 is an essential transcriptional and posttranscriptional regulator controlling cellular stress responses during embryonic development [23]. When highly expressed, YBX1 acts by multimerizing at mRNAs, both increasing mRNA stability while maintaining controlled translation [24,25]. It is further thought that specific binding of YBX1 to mRNAs at the 3′UTR acts together with other proteins to stabilize the respective mRNAs [26,27,28]. Subsequently, binding of YBX1 on 3′UTR of mRNAs protects against exoribonuclease digestion, while 5′UTR binding inhibits the rate of translation by interfering with eIF4E binding [29]. Interestingly, reports have shown that YBX1 is highly expressed in different cancers, such as breast cancer, glioblastomas or myelomas [30,31,32]. Knockdown of YBX1 in glioblastoma cell lines had pronounced effects on cell survival and knockdown of YBX1 in mice led to a reduced tumor size [33,34]. 

We here show that YBX1 can also be considered as an oncogene in medulloblastomas and leads to decreased survival of various medulloblastoma cell lines upon knockdown. More specifically, we identified (through differential gene expression analysis) essential signaling pathways related to inflammation and apoptosis, which are altered in the medulloblastoma cell line UW228-3. By performing transcriptome-wide RNA binding analyses, we found that YBX1 binds mostly the 3′ UTR regions of genes, suggesting direct involvement in posttranscriptional gene regulation, including the key heterochromatin-associated protein CBX5. *CBX5* in turn is a gene silencer strongly associating with methylated H3K9 lysines, a mark for heterochromatin. Subsequently, inhibition of YBX1 indirectly leads to broad upregulation of heterochromatin repressed genes including those controlling inflammatory response genes and apoptosis signaling, ultimately leading to cell death. This renders YBX1 or its target CBX5 interesting therapeutic targets in many malignancies.

## 2. Results

### 2.1. YBX1 Is an Essential RBP for Cell Survival in Medulloblastomas

We reanalyzed microarray expression data of samples from 64 medulloblastoma patients to analyze RNA-binding proteins (RBPs) expression in patients across the four reported sub-groups [35]. Among a list of 1220 canonical RBPs represented on the microarray [36], we found that YBX1 is ubiquitously expressed in medulloblastoma patient samples across all sub-types and ranks among the top expressed RBPs on average (Figure 1a). However, there was no clustering of the medulloblastoma subgroups SHH, WNT, group 3 and group 4 based on YBX1 expression. Furthermore, to identify its role in the maintenance of cellular survival, we queried the DepMap database (https://depmap.org). This database holds information on gene essentiality (based on cell survival) across a broad spectrum of cell lines represented by the CERES score, deriving its information from genome-wide CRISPR-Cas9 library screens [37]. A lower negative CERES score determines slower cell growth or increased cell death upon knockout of the respective gene, thus rendering the respective gene as essential for cellular growth and survival. We considered all eight available medulloblastoma cell lines and found that YBX1 is among the top 20–30% quantile of essential genes among 1621 canonical RBPs targeted in the screen (Figure 1b). To confirm its essentiality in medulloblastomas, we used an siRNA pool of 30 siRNAs targeting YBX1 for the knockdown (KD) of YBX1 in medulloblastoma cell lines DAOY [38], Med8A (RRID: CVCL_M137) and UW228-3 [39]. We were able to validate the DepMap findings upon targeting YBX1 in UW228-3 but neither in DAOY nor in Med8A (Figure 1c, A1a). We confirmed that YBX1 was sufficiently targeted by the siRNA pool on both mRNA and protein levels in all three cell lines (Figure A1b–d). These results imply that YBX1 as a potential candidate for therapeutic targeting in medulloblastoma.

### 2.2. YBX1 Controls Inflammatory Response and Apoptosis Genes

We made use of our siRNA pool targeting YBX1 to perform RNA-seq before and after knockdown (KD) of YBX1 to identify its transcriptomic impact. We performed differential gene expression analysis in each cell line between negative control (NT) and YBX1 KD samples. Upon YBX1 KD, we found only 40 differentially expressed genes in DAOY, 92 DE genes in Med8A but 1,662 DE genes in UW228-3 (Figure 2a; FDR ≤ 0.05 and log2FC > 1/log2FC < −1). Since there were only minor effects on cell survival and gene expression in DAOY and Med8A, we were interested to what degree the few differentially expressed genes in DAOY and Med8A were affected in the highly responsive UW228-3 cell line. Out of the significantly upregulated genes in DAOY and Med8A, a high number of genes overlapped with those significantly upregulated in UW228-3 upon YBX1 KD (Figure 2b,c). The genes upregulated in all three cell lines are involved in inflammatory responses, such as *IFNL1*, *CXCL10*, *CXCL11* or *USP18*. 

Lastly, we were interested in potential pathways deregulated upon YBX1 KD, and whether these are shared across all three cell lines despite their variable expressional and survival responses. We performed a pathway analysis using Ingenuity Pathway Analysis (IPA) and confirmed that the reported differentially expressed genes in UW228-3 are related to apoptosis, with “death receptor signaling” being among the most significantly affected pathways (activation z-score = 3.528, *p*-value = 2.2 × 10^−11^) followed by “retinoic acid mediated apoptosis” (activation z-score = 3.357, *p*-value = 9.2 × 10^−6^) (Figure 2d). Interestingly, inflammation pathways such as “interferon signaling” (activation z-score = 3.441, *p*-value = 1.8 × 10^−12^) and “neuroinflammation signaling” (activation z-score = 5.461, *p*-value = 5.1 × 10^−9^) were also found among the top pathways (Figure 2d). The latter describes the process of how microglia control homeostasis in the central nervous system which generally serves a neuroprotective role and is described by expression of pro-inflammatory cytokines [40]. Individual upregulated genes upon YBX1 KD associated with this pathway include several apoptosis-related inflammatory genes such as *FAS*, *TNF*, several caspases (e.g., *CASP8*) and MHC class I genes.

We then sought to compare the pathway analyses across all cell lines and found that similar pathways were deregulated in DAOY and Med8A despite their modest transcriptional changes upon YBX1 KD. These were reflected in “interferon signaling” being activated in both DAOY and Med8A (Figure A2a), confirming a trend of inflammation-related genes to be equally upregulated across all three cell lines (Figure 2c, Figure A2b). Additionally, Med8A also displayed other significantly activated pathways, including “retinoic acid mediated apoptosis” as well as “neuroinflammation signaling” (Figure A2c). These results highlight the unique mechanism of YBX1 in apoptosis control via inflammatory signaling genes, but also underlines how complex the transcriptional and posttranscriptional control is across different cell lines.

### 2.3. YBX1 Targets 3′UTRs and Indirectly Regulates Heterochromatin-Repressed Apoptosis-Related Inflammatory Response Genes

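The RNA bound by YBX1 was mapped by PAR-CLIP in HEK293 cells, a human embryonic kidney line, and not in the medulloblastoma lines. The methods describe T-REx HEK293 Flp-In cells that stably overexpress FLAG/HA-tagged YBX1 and an immunoprecipitation with the anti-FLAG M2 antibody, whereas the sample labels name an antibody to YBX1 itself (D2A11). Cells were grown with 100 µM 4-thiouridine (4SU) for 12 h, which is built into new RNA in place of uridine and crosslinks to bound protein under long-wavelength UV light. The bound RNA was trimmed with RNase T1, an enzyme that cuts single-stranded RNA after G. There were 2 replicates. The authors trimmed the reads with cutadapt (version 1.4.1), aligned them to GRCh38 and a transcriptome with the PARA-suite pipeline, called stranded clusters as binding sites with BMix at its default parameters and annotated each site with HOMER. Both replicates were pooled into 1 list of sites, so no spread between replicates can be given, and the intervals in the text cover counting error only. The list gives the position, strand, nearest gene and annotation class of each site, but no read count, conversion rate or score, so the depth behind a single site is unknown. The methods state the total and the aligned reads of the experiment as a whole, not per replicate. For the values in the text, each site was placed by its midpoint in the genes of GENCODE release 44 on its own strand, and the sequences were taken from GRCh38. A gene counts as bound when at least 1 site lies in an exon or intron on its strand. The tests, the gene groups and most of the alternative settings were chosen before the data were examined, and the text names those that were not.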

In order to define direct targets from our transcriptome analysis, we performed PAR-CLIP for YBX1 to reveal its in vitro RNA-binding pattern. We found 2054 binding sites in 1476 distinct genes. 

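NUCKS1, which encodes a nuclear DNA-binding protein, carried the most sites of all genes, with 10 in its 3′UTR (chromosome 1, gene from 205712822 to 205750182). The mitochondrial mRNAs MT-ND4 and MT-ND5, which encode subunits of respiratory complex I, followed with 9 sites each in their coding sequences, and CBX5 and TASOR2, both genes of heterochromatin proteins, with 8 each. TMPO, which encodes a protein of the nuclear lamina, had 7 sites, of which 1 has a sequence that occurs more than once in the genome. Genes with 6 sites each included EEF2 (a translation elongation factor), IRS4, MED13 (a Mediator subunit), NUFIP2 and TOMM20. In TOMM20 4 of the sites, and in NUFIP2 1, have sequences that occur more than once in the genome. CCND2 (a cyclin of the early cell cycle), EIF1AX, G3BP1 (a core protein of stress granules), KLHL15, MT-CYB, RLIM, SLC38A2 and SON had 5 sites each. Of these, 3 sites in EIF1AX and 1 each in G3BP1 and RLIM have sequences that occur more than once in the genome. YBX1 itself had 1 site in its 5′UTR (chromosome 1, 42682501 to 42682526) and 1 in its coding sequence (42696728 to 42696754), and reads of the second cannot be told from reads of the tagged YBX1 that the cells overexpress.
On their own strand, the 2054 sites lay in 1378 genes, of which 1271 were protein-coding, and 189 sites lay in no gene. Of these genes, 1090 had 1 site, 288 had 2 or more and 47 had 4 or more. With only the sites wider than the median, 928 sites in 726 genes were left.
Genes for RNA-binding proteins stood out among the bound genes. Of 58 genes of mRNA-binding and cold-shock proteins, 25 were bound (43.1%, against 6.34% of the other protein-coding genes with a 3′UTR), among them QKI and SERBP1 with 4 sites each. Of 52 genes of splicing factors, 21 were bound (40.4%), with 3 sites each in PRPF8, SRSF1, SRSF3 and TRA2B. The adjusted p was 4.83e-14 and 1.88e-11 for these groups in Fisher's exact test, which was two-sided, with Benjamini-Hochberg adjustment over 16 groups. Of 52 genes of the cell cycle and DNA replication, 16 were bound (30.8%), including CCND2, MCM4 with 3 sites, and CCNB1 and CDK2 with 2 each (exact test, adjusted p = 4.9e-07). The sequence of 1 of the CCNB1 sites occurs more than once in the genome. There were 11 bound genes of 39 chaperones, including HSP90AA1 with 3 sites, 11 of 39 genes of membrane trafficking, including CLTC, the clathrin heavy chain, with 3 sites, and 11 of 41 genes of the cytoskeleton, including TUBB with 5. Of 45 translation factors, 10 were bound, EIF4G2 with 4 sites. The exact test gave an adjusted p of 7.67e-05 for chaperones and for membrane trafficking, 9.16e-05 for the cytoskeleton and 0.000958 for the translation factors. Among 40 genes of heterochromatin and H3K9 methylation, 11 were bound (27.5%, exact adjusted p = 8.3e-05), including HDAC2 with 4 sites, ADNP with 3 and ATF7IP with 2. Among 31 genes of the Polycomb complexes, 6 were bound (19.4%, exact adjusted p = 0.0231), including RYBP with 3 sites. The sequence of 1 of the RYBP sites occurs more than once in the genome. With only the sites wider than the median, 1 Polycomb gene was bound and the direction turned (odds ratio 0.928, exact adjusted p = 1). Of 17 genes of glycolysis, ENO1, LDHB, PGAM1 and PKM were bound, with 1 site each (23.5%, exact adjusted p = 0.0333). The sequence of the PGAM1 site occurs more than once in the genome, and the group tests were not repeated without such sites. In a setting added after seeing the data, a site shared by overlapping genes went to the first of them in alphabetical order. There, 3 glycolysis genes were bound (exact adjusted p = 0.124). Cytosolic ribosomal proteins (10 of 79 bound), the nuclear-encoded respiratory chain (7 of 73) and genes of other tissues (0 of 35) did not pass the exact test, with adjusted p of 0.0512, 0.239 and 0.193. In a Cochran-Mantel-Haenszel chi-square test over 5 strata of 3′UTR length, the cytosolic ribosomal proteins passed (adjusted p = 0.000562) and the Polycomb complexes did not (adjusted p = 0.0611). The ribosomal proteins also passed the exact test with sites in 3′UTRs or coding exons alone (adjusted p = 0.0412). Expression in HEK293 cells is not in these data, so the background of 19527 genes holds genes that these cells may not express. Against the genes of the groups alone, the mRNA-binding proteins (odds ratio 3.25, exact adjusted p = 0.000502) and the splicing factors (odds ratio 2.83, exact adjusted p = 0.00428) had more bound genes. The respiratory chain (odds ratio 0.377, exact adjusted p = 0.0455) and the genes of other tissues (exact adjusted p = 0.00207) had fewer. This background was not matched for 3′UTR length. For the respiratory chain the direction was the opposite against all genes (odds ratio 1.54). It was also the opposite over the strata of 3′UTR length (odds ratio 2.34, chi-square test, adjusted p = 0.0707). The other groups above did not pass, and for the ribosomal proteins (odds ratio 0.522) and the Polycomb complexes (odds ratio 0.912) the direction turned.

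**Figure D1:**
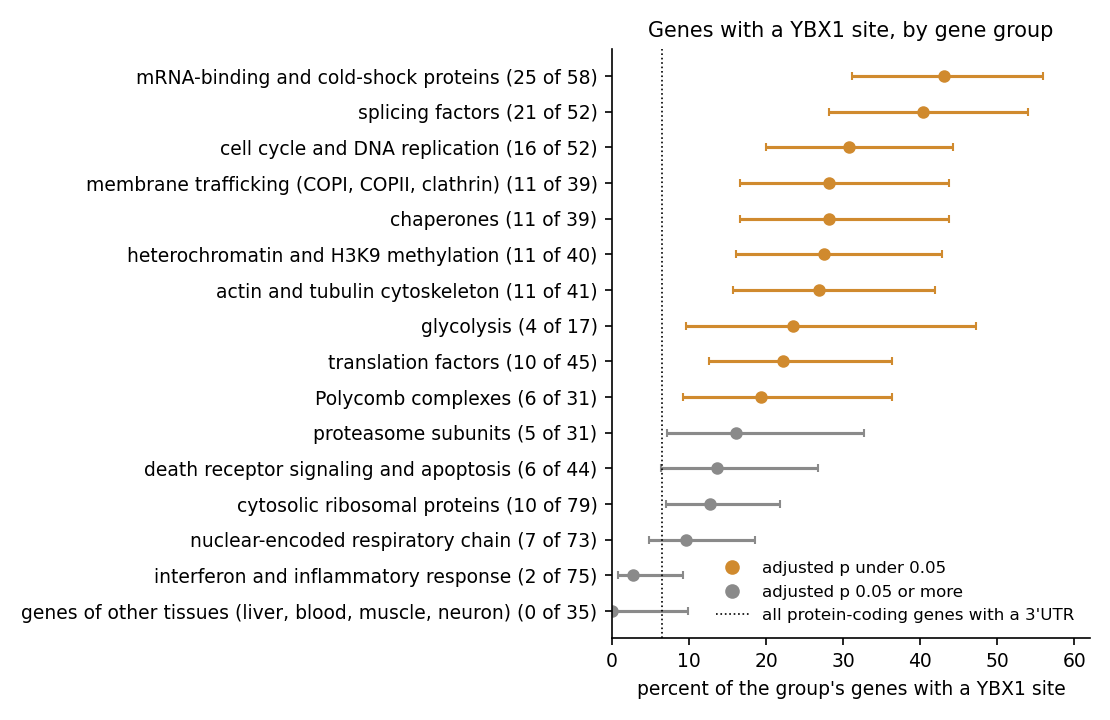
Share of the genes of each group with at least 1 YBX1 site, in percent, with Wilson 95% intervals as bars and all protein-coding genes with a 3′UTR as the dotted line. The mRNA-binding proteins (43.1%) and the splicing factors (40.4%) lie farthest to the right, and 10 groups pass the test.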

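In the authors' annotation of the YBX1 sites, 726 of 2054 lay in 3′UTRs (35.3%, Wilson 95% interval 33.3 to 37.4) and 562 in exons (27.4%, 25.5 to 29.3), together 1288 sites (62.7%, 60.6 to 64.8). Intergenic sequence held 205 sites (9.98%), introns 164 (7.98%), the stretch around transcript ends 147 (7.16%), exons of noncoding RNA 118 (5.74%), promoters 58 (2.82%) and 5′UTRs 19 (0.925%). The 55 sites without a class (2.68%) all lay on the mitochondrial chromosome.
In the GENCODE annotation on the sites' own strand, with a site that is 3′UTR in any transcript counted as 3′UTR, 1137 sites lay in 3′UTRs (55.4%, 53.2 to 57.5) and 484 in coding exons (23.6%, 21.8 to 25.4), together 78.9% (77.1 to 80.6). The annotations differed in several ways. In IRS4, which encodes an insulin receptor substrate, 4 sites between 108720912 and 108721837 on chromosome X were intergenic in the authors' annotation and lay in the 3′UTR in GENCODE, and in G3BP1 the same held for 3 sites between 151808398 and 151810608 on chromosome 5. In HDAC2, a histone deacetylase, 3 sites between 113937784 and 113940647 on chromosome 6 were noncoding in the authors' annotation and 3′UTR in GENCODE. Over all sites, 3′UTRs of GENCODE held 116 of the 147 sites around transcript ends, 84 of the 118 noncoding ones, 54 of the 205 intergenic ones and 150 of the 562 in exons. With promoters and transcript ends taken first, as in HOMER, and strand ignored, the same GENCODE transcripts put 26.2% of the sites in 3′UTRs. They put 37.9% in 3′UTRs or coding exons. HOMER itself was not run, so these shares do not replicate its full order of classes.

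**Figure D2:**
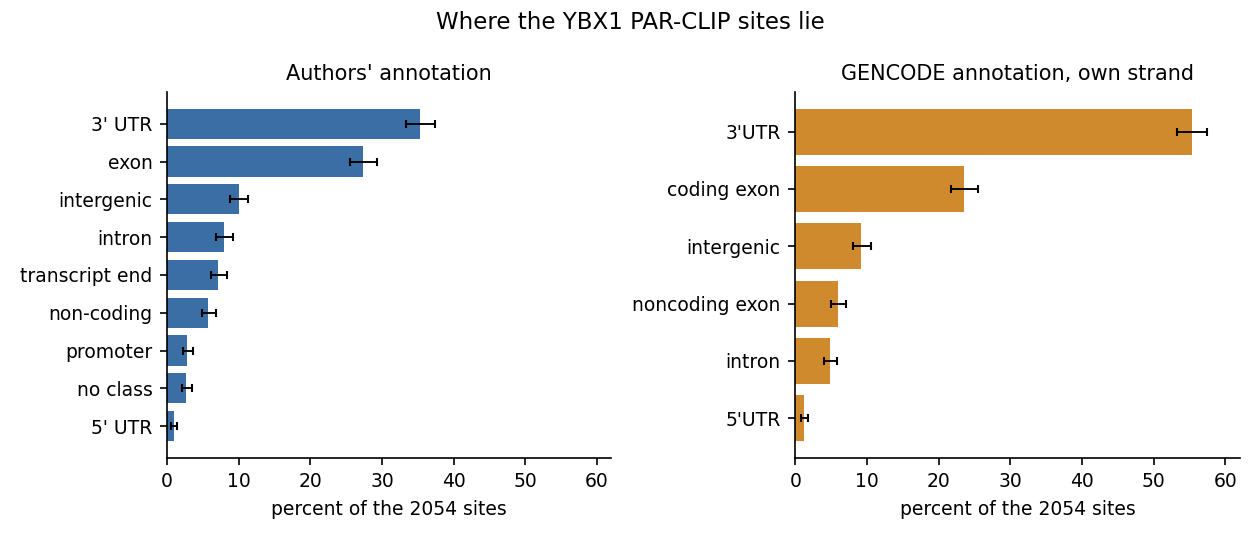
Percent of the 2054 sites in each class of the authors' annotation (left) and of GENCODE on the sites' own strand (right), with Wilson 95% intervals as bars. The 3′UTR is the largest class in both, at 35.3% and 55.4%.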

Most of the binding sites were within 3′ UTRs and exons of the targeted genes (Figure 3a), as was previously reported [19,20,21,22]. The most significant binding motif for YBX1 using MEME across all 3′UTR and exon binding sites found a rather non-specific C/A rich binding pattern, which is in line with earlier findings (Figure 3b). 

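MEME was not run here. Base composition and the presence of each tetramer in the sites were compared with control windows of the same width in the same exon, 100 nt from the site. The sites held more C (28.6% against 19.7% of bases) and more A (33.1% against 29.1%) than their windows, and the sum of both was higher by 13.0 percentage points (95% interval 12.2 to 13.8, n = 1017 sites with a window), at 61.7% against 48.7%. Of U they held 2.27 points more (1.52 to 3.03), and G was at 5.82% against 21.1%. Among A, C and U alone, C was still higher by 5.33 points (4.56 to 6.11), but the direction for A turned (-1.84 points, -2.73 to -0.941). The permutation test over sites gave p = 1e-05 for C and A together, which is the smallest value that 100000 draws can give.
The leading 10 tetramers were combinations of A, C and U. In an exact McNemar test, two-sided and adjusted by Benjamini-Hochberg over all tetramers, CAAC was present in 28.7% of the sites and in 5.51% of the windows (adjusted p = 5.13e-46), AACA in 32.5% and 9.73% (adjusted p = 2.03e-36), AACU in 31.3% and 8.75% (adjusted p = 6.53e-36) and CAUC in 26.1% and 4.72% (adjusted p = 1.69e-40). UAAC, ACUU, ACAU, ACUC, ACAA and UUAC followed, with an excess of 18.0 to 20.4 points. CACC was present in 13.7% of the sites and 5.90% of the windows (exact adjusted p = 5.12e-09). Of all tetramers, 73 were more frequent in the sites and 159 less frequent. In CBX5, the site from 54235834 to 54235857 on chromosome 12 reads TTCTATAACAACATATTCCTCATG on the RNA strand, written with T for U, and in NFE2L1 the site from 48059038 to 48059059 on chromosome 17 reads CCACAACCACACATACAACATG.
RNase T1 cuts after G, so a fragment ends in G, begins after one and holds few others. Against windows cut as RNase T1 cuts, a comparison chosen after seeing the data, the excess of C and A was 5.03 points (4.05 to 6.01, n = 657). The A share among A, C and U was higher there by 1.20 points (0.0922 to 2.30). In that comparison 28 tetramers were more frequent in the sites, the leading 10 among them, 15 were less frequent, and CACC was present in 12.0% of both. Against the windows 100 nt away, the excess of C and A was 3.49 points among A, C and U alone (2.65 to 4.33), and with the sites extended by 10 nt on each side it was 5.89 points over all bases.

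**Figure D3:**
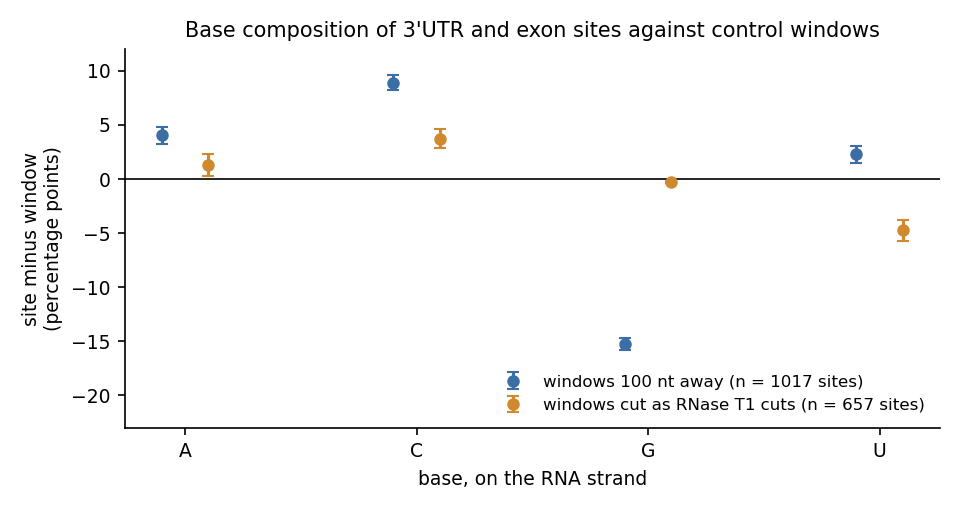
Difference in base content between sites and control windows in percentage points, with 95% intervals, for windows 100 nt away and for windows cut as RNase T1 cuts. C lies above 0 in both comparisons, by 8.91 and 3.72 points, and U changes from 2.27 above to -4.75.

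**Figure D4:**
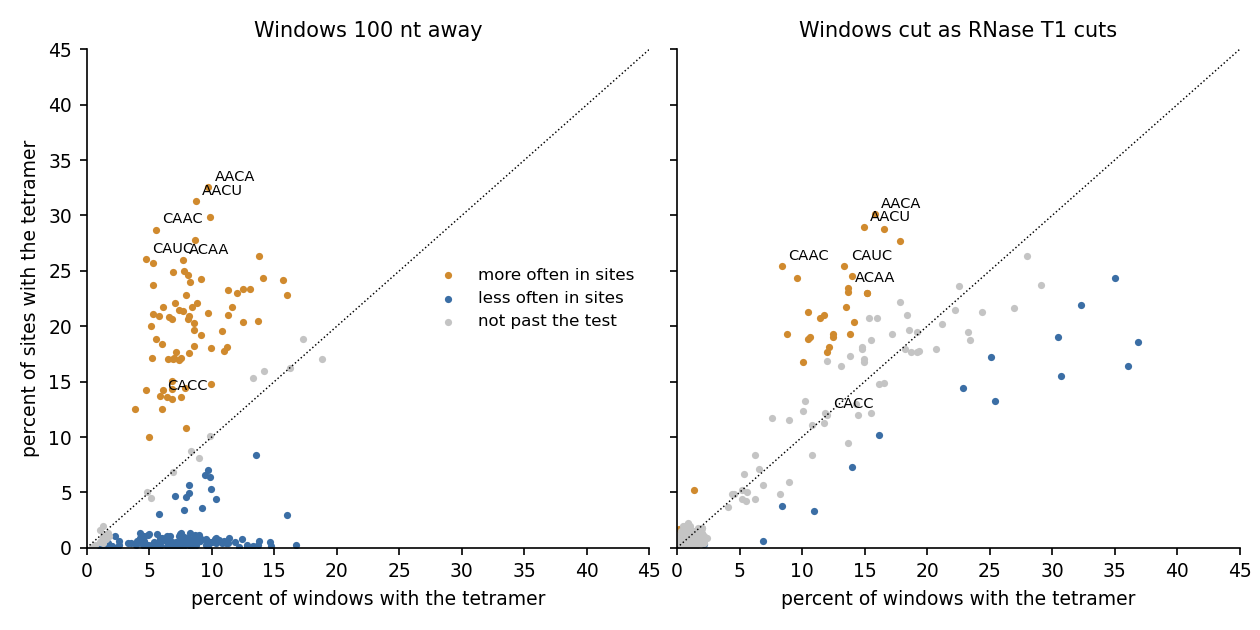
Percent of sites against percent of windows that hold each tetramer, for both kinds of window, with the dotted line where they are equal. CAAC, AACA and AACU lie far above the line in both, and CACC lies on it in the right panel.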

The exact role of YBX1 in posttranscriptional control and translation varies highly among studied systems, and it further depends on a YBX1/mRNA ratio in each cell (see [29] and references therein). Since the previously reported posttranscriptional regulation of fully mature mRNAs mediated by YBX1 happens within the cytoplasm, we checked for cellular localization of YBX1 in DAOY and UW228-3. We found that YBX1 localizes primarily within the cytoplasm (Figure A3a; 72% cytoplasmic; GAPDH 85% cytoplasmic), thus indicating a potential role in mRNA stability and translation. To elucidate a potential effect of YBX1 in mRNA stability control, we were specifically interested to what degree 3′UTR binding of genes directly affects their expression upon knockdown of YBX1. We found that downregulated genes were only enriched in 3′UTR binding of YBX1 to a small degree, suggesting that these genes might have been stabilized and protected by expressed YBX1 and their mRNAs are degraded upon YBX1 KD. What was more striking though was the fact that upregulated genes upon YBX1 KD were specifically depleted of YBX1 binding, suggesting an indirect downstream effect of the knockdown increasing the expression of a vast number of genes (Figure 3c). We thus performed IPA upstream regulator analysis to identify potential genes that were responsible for the strong expressional upregulation upon YBX1 KD, which might be directly targeted by YBX1 itself. Indeed, we found that five genes were simultaneously predicted to be inhibited based on their downstream targets and were themselves downregulated in their expression (Figure 3d). Only one out of the five was also bound by YBX1 in its 3′UTR in our PAR-CLIP data, which was *CBX5* (Figure 3d,e). 

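CBX5 carried 8 PAR-CLIP sites, all in its 3′UTR, which is a single exon of 10813 nt (chromosome 12, 54230942 to 54241754, minus strand). Counted from the stop codon, the first site began at nt 295 (54241438 to 54241460), and a group of 3 followed at nt 2050 (54239686 to 54239705), nt 2541 (54239195 to 54239214) and nt 2845 (54238893 to 54238910). In the middle of the 3′UTR, sites began at nt 5898 (54235834 to 54235857) and nt 6903 (54234829 to 54234852). The last pair began at nt 9782 (54231944 to 54231973) and nt 10123 (54231613 to 54231632), close to the end of the transcript. The authors' annotation places the first 6 of these in the 3′UTR of CBX5 and the last pair in promoters, and the sequence of the very last site occurs at 3 places in the genome. The site at nt 295 reads TTTCAACTTTTTAATCACCTTAG and the site at nt 6903 reads TTCATCTAACATCATCTCATATTG on the RNA strand.
The other upstream regulators of Figure 3d had no site: 0 in TFRC, the transferrin receptor, 0 in IKZF3, a lymphoid transcription factor, 0 in CBX7, a Polycomb protein, and 0 in DEPTOR, an inhibitor of mTOR. Their 3′UTRs measure 2658 nt, 8072 nt, 3119 nt and 1214 nt, in that order. Their expression in HEK293 cells is not in these data, and a gene without a listed site is not shown to be unbound. From this binding, together with the predicted inhibition and the lower expression of CBX5 after YBX1 knockdown, the paper went on to the targets of CBX5 and proposes that YBX1 acts on them indirectly.

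**Figure D5:**
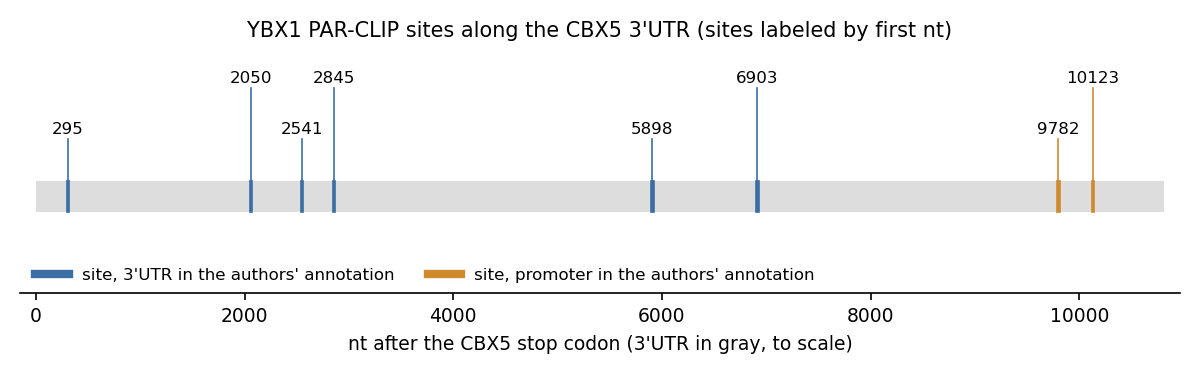
Map of the CBX5 3′UTR to scale, in nt after the stop codon, with the YBX1 sites as bars labeled by their first nt. The 8 sites run from nt 295 to nt 10142, with the last pair annotated as promoter by the authors.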

We also confirmed quantitative expression loss in UW228-3 with our RNA-seq (Figure A3b). We validated that the majority of known CBX5 target genes from the upstream regulator analysis were indeed upregulated upon reduced expression of CBX5 due to YBX1 KD (Figure 3f). *CBX5*, also called heterochromatin protein 1 alpha (HP1-alpha), is a DNA-binding protein that associates with heterochromatin mark Histone 3 K9 trimethylation (H3K9me3), and to some extent with H3K9 mono- and dimethylation [41,42]. It is thus an important factor in heterochromatin related gene repression, while it does not maintain histone methylation or the heterochromatin compaction but rather acts as a co-factor for transcription repression. This led us to consider specific histone modification H3K9me3 demarcating heterochromatin and CBX5 binding throughout the gene bodies and promoters of differentially expressed genes upon YBX1 KD. 

We found that specifically genes upregulated upon YBX1 KD have both the strongest coverage of H3K9me3 and CBX5, while stable and downregulated genes upon YBX1 KD have overall weaker H3K9me3 and CBX5 signal within gene bodies and at respective promoters (Figure 3g). These results suggest an indirect role of YBX1 as an oncogene signaling via histone modification associated gene *CBX5* to indirectly control transcriptional regulation of hundreds of genes. As these genes appear to be associated with an inflammatory response, this enables YBX1 to indirectly repress inflammatory response and apoptosis in medulloblastoma.

## 3. Discussion

RBPs have been found to be crucial players in posttranscriptional gene regulation in almost all kinds of tumors. We here analyzed the oncogenic effect of YBX1 in three medulloblastoma cell lines based on RNA-Seq and PAR-CLIP data, revealing important insights into its posttranscriptional functions and its potential target gene network. The high expression and essentiality of YBX1 in the tested cell lines as well as its high expression levels in medulloblastoma patients supports the hypothesis, that YBX1 also plays an important role in cell survival in medulloblastomas and likely also in this cancer acts as an oncogene as was reported for other cancers [43,44,45].

In exploring a broader pattern across the differentially expressed genes upon YBX1 KD, we found several pathways associated with inflammatory response and apoptosis signaling related to retinoic acid induced apoptosis to be activated following YBX1 KD. Several studies already showed that retinoic acid induced cell growth arrest and apoptosis is a suitable anti-tumor effect in medulloblastoma [46,47], but many cell lines including DAOY and UW228 are considered to be resistant against RA induced cell death [48,49]. Yet, different mechanisms through which retinoic acid induces apoptosis in medulloblastoma were reported, including expression of BMP2 [48] or expression of FAS and its ligand FASL [50]. Other pathways were specifically associated with (neuro-)inflammation related apoptosis. A recent report showed that YBX1 supports immune evasion in hepatocellular carcinoma cells by decreasing the release of important inflammatory cytokines such as IL10 and TGFβ [51], further underlining our findings of a negative regulation of apoptosis-related cytokines and chemokines in medulloblastoma. Importantly, despite less pronounced transcriptional effects in the other cell lines, we found similar pathways to be significantly enriched upon YBX1 KD in DAOY and Med8A. However, it is possible that other mechanisms render these cells either more resistant to YBX1 KD, or that experimental timing has had an impact on our results. On the one hand, the genome-wide CRISPR screen downloaded from the DepMap data, which included information for cell lines DAOY and UW228, compared knockdown at day 21 post transfection of gRNAs versus day 7 (i.e., 14 days difference to control time point), while our in vitro experiments have been conducted only 1–4 days post YBX1 KD. On the other hand, Med8A is derived from a group 3 medulloblastoma with MYC amplification and TP53 WT status [52]. It also expresses CBX5 at low levels (Figure A3b). In comparison, both DAOY and UW228-3 are SHH medulloblastomas with TP53 loss [52] and higher CBX5 expression. Thus, we suggest that Med8A with highly different molecular properties compared to UW228-3 is resistant to the changes upon YBX1 KD. To elucidate potential differences between responses in DAOY and UW228-3, we also found that IPA canonical pathway “neuroinflammation signaling” was inhibited in WT UW228-3 compared to WT DAOY (activation z-score = −2.48; *p*-value 8.3 × 10^−6^), however, the differentially expressed genes between WT DAOY and WT UW228-3 that are part of the pathway mostly included inflammatory cytokines such as CCL2, TLR4 and TLR5 upregulated in DAOY. This suggests that DAOY underlies a pathological neuroinflammation and might be less susceptible to YBX1 KD mediated apoptosis. This analysis also predicted CBX5 to be activated in WT UW228-3 compared to WT DAOY (activation z-score = 3.0; *p*-value 5.6 × 10^−9^), thus rendering UW228-3 more susceptible to a healthy brain-damage response and apoptosis induced by YBX1 KD signaling via CBX5. 

We also set out to define the direct impacts of YBX1 KD in medulloblastoma on posttranscriptional control. PAR-CLIP data revealed mainly targets in 3′ UTR and exons which is in line with previous publications and the known functions of YBX1 regulating translational control and mRNA stability [21]. However, this does not explain the vast upregulation of many genes in UW228-3 upon YBX1 KD, which led us to consider this to be an indirect effect. 

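Within the bound mRNAs, sites lay in 3′UTRs somewhat more often than the lengths of the regions give. Of 1563 sites in exons of 1145 protein-coding genes, taking 1 transcript per gene, 950 lay in the 3′UTR (60.8%), against 874 (55.9%) if sites fell on each transcript in proportion to length. This ratio of 1.09 had p = 1.06e-05 in an exact test on the sum of the sites' chances (Poisson-binomial, two-sided). Genes with long 3′UTRs were bound more often. The median 3′UTR was 2113 nt long in 1259 bound genes and 1004 nt in 18268 genes without a site, a difference of 1.07 on the log2 scale (permutation test, p = 1e-05, the smallest value that 100000 draws can give). The genes without a site may include genes that HEK293 cells do not express, since expression was not used. A longer 3′UTR also gives more chances for a site, which this test does not take into account. NUCKS1, with 10 sites in 5458 nt, TOMM20, with 6 in 2723 nt, and B2M, the light chain of MHC class I, with 4 in 553 nt, are examples of 3′UTRs with several sites.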

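Counted in the 3′UTR of 1 transcript per gene, 745 genes had a YBX1 site, of which 601 had 1 and 21 had 4 or more. CBX5, with 8 (exact Poisson 95% interval 3.45 to 15.8), ranked 2nd after NUCKS1, and TOMM20 with 6 came next. Genes with 5 included TMBIM6, TMED7, EIF1AX, VMA21, CCND2 and RLIM. Sequences that occur more than once in the genome made up 4 of the sites in TOMM20, 3 in EIF1AX and 1 each in CBX5 and RLIM. Per kb of 3′UTR, CBX5 had 0.740 sites and ranked 227th of these genes, since short 3′UTRs with a single site reach high values (median 0.456). Among the 137 of these genes with a 3′UTR of at least 5000 nt, CBX5 ranked 6th per kb, and NUCKS1 (1.83), CCND2 (0.936) and SERBP1 (0.741) were among the genes above it. The median of the 137 genes was 0.171. Their common rate of 0.206 sites per kb would give 2.23 sites in a 3′UTR of the length of that of CBX5. With only the sites wider than the median, 4 of the CBX5 sites were left.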

We found strong recurrent binding throughout the 3′ UTR of *CBX5*. The natural targets of CBX5 are repressed when CBX5 is expressed due to its association with repressive histone modification H3K9me3. An inflammatory gene set has been described before to be under the regulation of CBX5 [53], which becomes actively transcribed upon YBX1 KD due to degradation of then unprotected CBX5 mRNA. 

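NFE2L1, a transcription factor that raises proteasome genes, carried 2 YBX1 sites, both in coding sequence (chromosome 17, 48058372 to 48058399 and 48059038 to 48059059, gene from 48048329 to 48061545). PSMA6, a subunit of the core proteasome (chromosome 14, gene from 35278633 to 35317493), also had 2 sites. The site from 35315500 to 35315516 lies in an intron in the authors' annotation and in a noncoding exon in GENCODE, and the site from 35317358 to 35317378 is noncoding in the authors' annotation and lies in the 3′UTR in GENCODE, where a readthrough gene covers it as well. Of 31 proteasome genes, 5 were bound (16.1%, adjusted p = 0.0619 in Fisher's exact test), with 2 sites in PSMB2 and 1 each in PSMA2, PSMC4 and PSMD12. The proteasome genes passed the exact test with sites in 3′UTRs or coding exons alone (adjusted p = 0.0451) and with the sites wider than the median (adjusted p = 0.0312), and they passed the Cochran-Mantel-Haenszel chi-square test over 5 strata of 3′UTR length (adjusted p = 0.0114). They did not pass with overlapping genes taken in alphabetical order (4 bound, exact adjusted p = 0.168), and against the genes of the groups alone the direction turned (odds ratio 0.725, exact adjusted p = 0.804).
Of 44 genes of death receptor signaling and apoptosis, 6 were bound (13.6%, exact adjusted p = 0.0759). With the sites wider than the median the group passed the exact test (adjusted p = 0.00892). It did not pass over strata of 3′UTR length (chi-square test, adjusted p = 0.187), nor in the exact test with sites in 3′UTRs or coding exons alone (adjusted p = 0.227), in alphabetical order (adjusted p = 0.09) or against the genes of the groups alone, where the direction turned (odds ratio 0.586, adjusted p = 0.449). The bound genes were PARP1 with 3 sites, CYCS (cytochrome c) with 2, and BIRC5, MCL1, PMAIP1 and TNFRSF21 with 1 each. In PARP1 2 of the sites, and in CYCS 1, have sequences that occur more than once in the genome. Of 75 interferon and inflammatory genes, B2M with 4 sites and IFNAR1, a receptor chain for type I interferon, with 2 were bound (2.67%, exact adjusted p = 0.239). Against the genes of the fixed groups alone, the share of bound interferon and inflammatory genes was lower (odds ratio 0.0929, exact adjusted p = 5.99e-05), as it was for genes of other tissues, and whether HEK293 cells express these genes is not in these data. IFNL1, CXCL10, CXCL11, USP18, FAS, TNF and CASP8 each had 0 sites.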

Because other genes than *CBX5* directly bound by YBX1 and differentially expressed upon YBX1 KD are involved in inflammatory response and apoptosis based on Gene Ontology annotations, such as *NFE2L1* and *PSMA6*, we cannot rule out that *CBX5* is not the sole driver of the cellular responses to YBX1 KD but may be accompanied by additional apoptosis driving factors.

Further evidence is given by TNFα mediated inflammation, upon which rapid removal of repressive histone marks H3K9me2/me3 and H3K27me3 leads to activation of Nf-kB and other inflammatory signaling cascades via KDM7A and UTX [54]. This is in line with our hypothesis of gene induction of heterochromatin repressed inflammatory signaling genes.

Lastly, in view of the urgent need for targeted therapies, and since YBX1 resistance-suppressing therapeutic effects have been already reported [45], this RBP represents a promising candidate for targeted therapy. Initial attempts to identify low-molecular inhibitors that compete with RNA binding have already been carried out. For instance, fisetin (a phenolic fruit/vegetable compound) was predicted to compete with RNA at the cold shock domain of YBX1, inhibiting in vitro and in vivo tumor growth of prostate cancer [55]. Therefore, it appears essential to unravel even further targetable structures related to proteins (in-)directly controlling inflammation and apoptosis in medulloblastoma.

## 4. Materials and Methods 

### 4.1. Cell Lines

Cells were maintained in DMEM (Sigma-Aldrich, St. Louis, MO, USA) including 10% fetal calf serum (Invitrogen Gibco, Carlsbad, CA, USA), 1% non-essential amino acids (Gibco), 1% penicillin/streptomycin (Gibco) and 1% sodium pyruvate (Gibco) at 37 °C and 5% CO_2_ in 175 cm² flasks. For maintenance of cell confluency, the cells were washed with phosphate buffered saline (Lonza) and detached from the flask surface using trypsin/EDTA solution (Biochrom GmbH, Berlin, Germany). For knockdown cells were seeded 24 h prior siRNA transfection at 60% confluency.

### 4.2. qRT-PCR

Total RNA was extracted using the RNeasy Mini kit (Qiagen, Venlo, Netherlands) and cDNA was synthesized using Superscript Reverse Transcriptase Kit III (Invitrogen, Carlsbad, CA, USA). qRT-PCR was performed using Power SYBR green kit (Applied Biosystems, Foster City, CA, USA). All reactions were run on an ABI 7500 real time PCR machine (Applied Biosystems) as a biological triplicate (TaqMan Assay, Hs00358903_g1, catalog number 4351372, ThermoFisher Scientific, Waltham, MA, USA). Data was acquired using the ABI SDS 2.0.1 software package. The obtained CT values were normalized per tested gene with the respective beta actin expression.

### 4.3. Western Blot and Protein Localization

The cells were washed using phosphate buffered saline (PBS, Lonza, Basel, Switzerland). After gentle rocking PBS was discarded and cells were detached by incubating with Trypsin/EDTA Solution (Biochrom) at 37 °C for 5 min and dislodged using a scraper. The mixtures were pipetted into microcentrifuge tubes and centrifuged at 450× *g* 5 for minutes. The supernatant was discarded and the cells were washed with PBS, followed by centrifugation at 450× *g* at 5 min. After removal of the supernatant the pellet was dissolved in RIPA-buffer (Sigma-Aldrich) and boiled at 95 °C for 10 min. The protein concentration was determined using the Pierce BCA Protein-Assay (ThermoFisher Scientific). Protein extracts were resolved on a 10% polyacrylamide gel, electroblotted to nitrocellulose membranes. The membranes were blocked with 5% milk solved in TBST (Sigma-Aldrich) for unspecific binding and incubated with 1:2000 diluted monoclonal rabbit anti-YBX1 (D2A11, Cell Signaling Technology, Danvers, MA, USA) at 4 °C for 24 h. The membranes were washed with TBST and incubated with 1:1000 diluted monoclonal HRP-linked anti-rabbit or anti-mouse (#7074; #7076, Cell Signaling Technology) at room temperature for 1 h, followed by an additional washing step. The membranes were analyzed using ChemiDoc (Bio-Rad, Hercules, CA, USA) and LumiGLO (Cell Signaling Technology).

For protein localization, NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific) were used to prepare cytoplasmic and nuclear extracts. The adherent cells were harvested with Trypsin/EDTA-solution (Biochrom) and centrifuged at 450× *g* for 5 min. The pellet were washed with PBS, transferred into a microcentrifuge tube and centrifuged at 450× *g* for 5 min. The supernatant was removed and ice-cold CER I added to the pellet. The tube was incubated at 4 °C for 15 min and vortexed periodically. The mixture was supplemented with CER II, vortexed and incubated at 4 °C for one minute. After an additional centrifugation step at 16,000× *g* for 5 min, the supernatant (cytoplasmic fraction) was transferred into a clean microcentrifuge tube and stored at −20 °C. Ice-cold NER was added to the pellet and the tube was incubated at 4 °C for 40 min, interrupted by periodic vortexing. The tube was centrifuged at 16,000× *g* for 10 min, the supernatant was collected and stored at −20 °C. For protein localization analysis, the membranes were incubated with the corresponding antibodies, monoclonal rabbit anti-PARP (#9532, Cell Signaling Technology) and monoclonal mouse anti-GAPDH (Cell Signaling Technology; #97166). The amount of YBX1 and GAPDH in the fractions was determined by quantifying the bands on the membrane using ImageJ version 1.53a [56] and the macro “Band/Peak Quantification Tool”, following the respective protocol (dx.doi.org/10.17504/ protocols.io.7vghn3w). Cytoplasmic localization was calculated by dividing the cytoplasmic fraction by the sum of cytoplasmic and nuclear fraction.

### 4.4. siRNA-Mediated Knockdown

SiRNA transfections (50 nM final concentration; duration of knockdown 24–96 h; siRNA pools obtained from siTOOLs Biotech GmbH, Planegg, Germany) of DAOY, Med8A and UW228-3 cells were performed in 24-well format using Lipofectamine RNAiMAX (Invitrogen) as described by the manufacturer. Total RNA was extracted using TRIzol (Invitrogen) and further purified using the RNeasy purification kit (Qiagen). The use of a pool of siRNAs reduces off-target effects and improves on-target specificity [57].

### 4.5. Cell Viability Assay

We have performed cell proliferation assays using the CCK-8 kit (Sigma-Aldrich) as per manufacturer’s guidelines. Cells were either transfected with siRNAs targeting YBX1 or non-targeting controls as described above and subsequently seeded into 96 well plates. After addition of 10 μL of CCK-8 per well with 1 × 10^5^ cells, light absorbance at 450 nm was measured using a Tecan Photometer (Maennedorf, Switzerland).

### 4.6. RNA-Seq

cDNA libraries for subsequent sequencing were prepared according to the manufacturer’s instructions using TruSeq Total RNA sample preparation kit (Illumina) and further sequenced using Illumina HiSeq 2500 (single read, 100 cycles).

### 4.7. PAR-CLIP

PAR-CLIP from T-REx HEK293 Flp-In cells (Invitrogen) stably overexpressing FLAG/HA-tagged YBX1 was performed as described previously [58]. Briefly, cells were grown in medium supplemented with 100 µM 4SU for 12 h prior to crosslinking. After decantation of the medium, the cells were washed in PBS followed by irradiation with 0.15 J per cm2 total energy of 365nm UV light. Cells were then harvested, lysed and the cleared lysate was treated with RNase T1. Flag-HA tagged YBX1 was immunoprecipitated with an anti-FLAG M2 monoclonal antibody (Sigma) conjugated to dynabeads (Invitrogen). After a subsequent second RNase T1 digestion, beads were washed in IP wash buffer, then resuspended in dephosphorylation buffer, and lastly incubated with calf intestinal alkaline phosphatase beads. The crosslinked RNA was then radiolabelled with T4 PN kinase andwashed. Release of the protein-RNA complex from the beads was achieved by incubating the complex at 90 °C and separating on an SDS gel. The protein-RNA complex based on the size (approximately between 18 and 28 bases) was excised from the gel followed by proteinase K digestion. The remaining RNA was precipitated with phenol-chloroform extraction and ethanol precipitation. Then, standard cDNA library preparation of the 5′-32P-phosphorylated RNA was performed as follows. RNA was ligated to adapters at 3’and 5´ends followed by reverse transcription. The resulting cDNA was amplified by adapter specific primers and subjected to Illumina sequencing with an Illumina HiSeq 2500 (single end, 50 cycles).

### 4.8. Bioinformatics

#### 4.8.1. RNA-Seq

We obtained a total of 514,012,225 sequencing reads for RNA-Seq of all three cell lines prior to and after YBX1 KD. Reads were aligned with the STAR aligner [59] (version 2.7.3a; specific parameters —outFilterMismatchNoverLmax 0.05; —outFilterMultimapNmax 1) against the human reference genome GRCh38. Read counts were calculated with the STAR aligner inherent method (--quantMode GeneCounts) using gene annotations downloaded from Ensembl Genes V82. A total of 313,137,305 reads (60.92%) could be mapped to annotated genes. The obtained read counts were normalized for sequencing depth per sample and gene length by edgeR [60] (version 3.16.5) function rpkm. Differential gene expression analysis was performed using edgeR functions glmQLFit and glmQLFTest between NT and YBX1 KD in each cell line independently and results were subsequently corrected for multiple testing using the false discovery rate (FDR).

#### 4.8.2. Pathway Analysis

Pathway analysis and Upstream Regulator Analysis was performed using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity). We selected genes as differentially expressed for the purpose of the analysis if FDR < 0.05 and log2FC > 1.0 or log2FC < −1.0 between NT and YBX1 KD for all three cell lines.

#### 4.8.3. PAR-CLIP

We obtained a total of 136,094,488 PAR-CLIP sequencing reads. First, adapter sequences and low-quality ends were trimmed using cutadapt [61] (version 1.4.1), keeping all reads longer than 16 bases for downstream analyses. All remaining reads were aligned against GRCh38 and a transcriptome databases downloaded from Ensembl Genes V82 with the PARA-suite pipeline [62]. All 2,839,752 aligned reads were stacked into clusters with BMix in a stranded fashion (default parameters). This resulted in a total 2054 detected binding sites for YBX1 in 1476 distinct genes using homer [63] (annotatePeaks.pl function version 4.11) with hg38 annotations. 

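The sites were short, with a median width of 22 nt and 18 to 29 nt at the 5th and 95th percentiles. There were 5 sites wider than 60 nt, in CERS2, MED13L, SPATS2L, NAIF1 and MTMR1, the widest spanning 43746 nt in SPATS2L. Both ends carried the mark of RNase T1. In 2049 sites of at most 60 nt, the base just before the site was G in 79.2% and the last base was G in 87.6%, while inside the site near its ends G made up 2.98% to 5.12% of bases. The base just before the last base was A in 50.6% of these sites, and the first base was C in 40.3%. The sequence of 1882 sites occurs once in the genome and that of 167 sites more than once. Of the sites, 1056 lay on the plus strand.

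**Figure D6:**
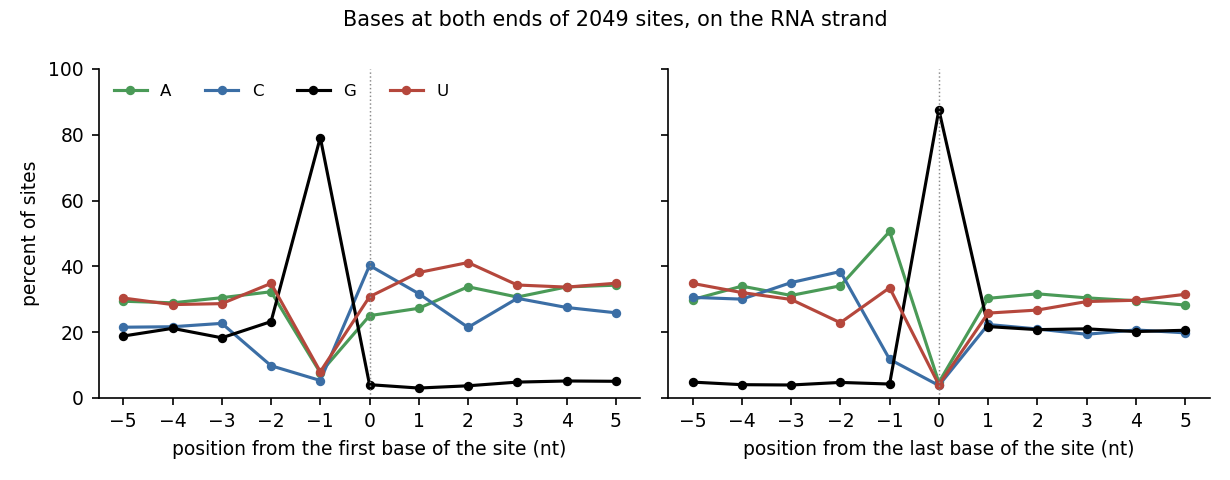
Percent of sites with each base, by position from the first base (left) and the last base (right) of the site, on the RNA strand. G peaks at 79.2% just before the site and at 87.6% on its last base.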

We have used all binding sites falling within 3′UTRs or exons (1288 total binding sites) to conduct a motif analysis with the MEME suite [64] (parameters: zoops mode; minimum width = 8; maximum width = 20; search given strand only), and reported the top scoring motif.

#### 4.8.4. ChIP-Seq Data Integration

We downloaded pre-processed bigwig files for ChIP-Seq data for H3K9me3 (in A549 cells; accession ENCSR775TAI) and for CBX5 (in GM12878 cells; accession ENCSR372GIN) from ENCODE [65]. Non-canonical chromosome data was removed from bigwig files. Average coverage plots of H3K9me3 or CBX5 around annotated genes (Ensembl Genes V82) plus/minus 5kb that are in categories of either stably expressed, down regulated or up regulated as defined in differential expression analysis were generated with DeepTools [66] (version 2.5.7).

## Figures and Tables

**Figure 1:**
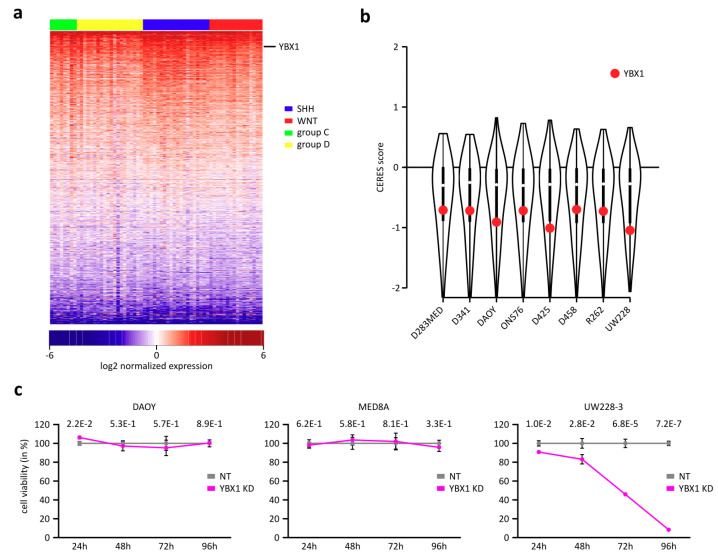
YBX1 is essential for cellular survival in medulloblastoma patients and cell lines. (**a**) Heatmap representation of a set of expression of 1220 RNA-binding proteins across medulloblastoma patients out of a total of 1827 RBPs (the remainder of RBPs was not present on the microarrays). Rows are sorted by average expression across all patients, and log2 normalized expression value is shown. (**b**) CERES score representing the essentiality of genes for survival of 483 RNA-binding proteins as in a), downloaded from DepMap for a total of eight medulloblastoma cell lines. YBX1 CERES score is highlighted. (**c**) Cell viability assay showing survival for three medulloblastoma cell lines upon YBX1 knockdown (KD) measured at different time points (YBX1 siRNA-mediated knockdown compared to control; each time point was normalized against its respective control sample).

**Figure 2:**
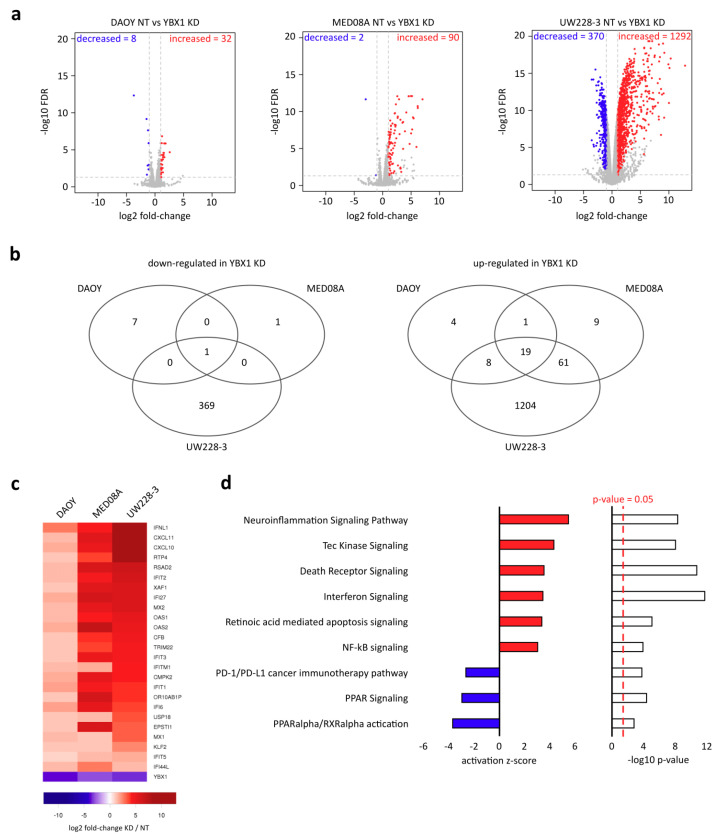
YBX1 knockdown globally induces inflammatory signaling cascades leading to apoptosis. (**a**) Volcano plot representations of differentially expressed genes in three medulloblastoma cell lines upon YBX1 KD. Differentially expressed genes are highlighted (FDR < 0.05; log2FC > 1 or log2FC < −1). (**b**) Venn diagrams for the overlap of differentially expressed genes across the three cell lines as highlighted in a). (**c**) Differential expression of commonly deregulated genes across all three cell lines as depicted in b). Heatmap shows the log2 fold-change in each cell line between YBX1 KD and NT control. (**d**) Ingenuity Pathway Analysis (IPA) was performed on all differentially expressed genes in UW228-3 as highlighted in a). Bar plots represent activation z-score and –log10 *p*-value upon YBX1 KD of the canonical pathway analysis of IPA.

**Figure 3:**
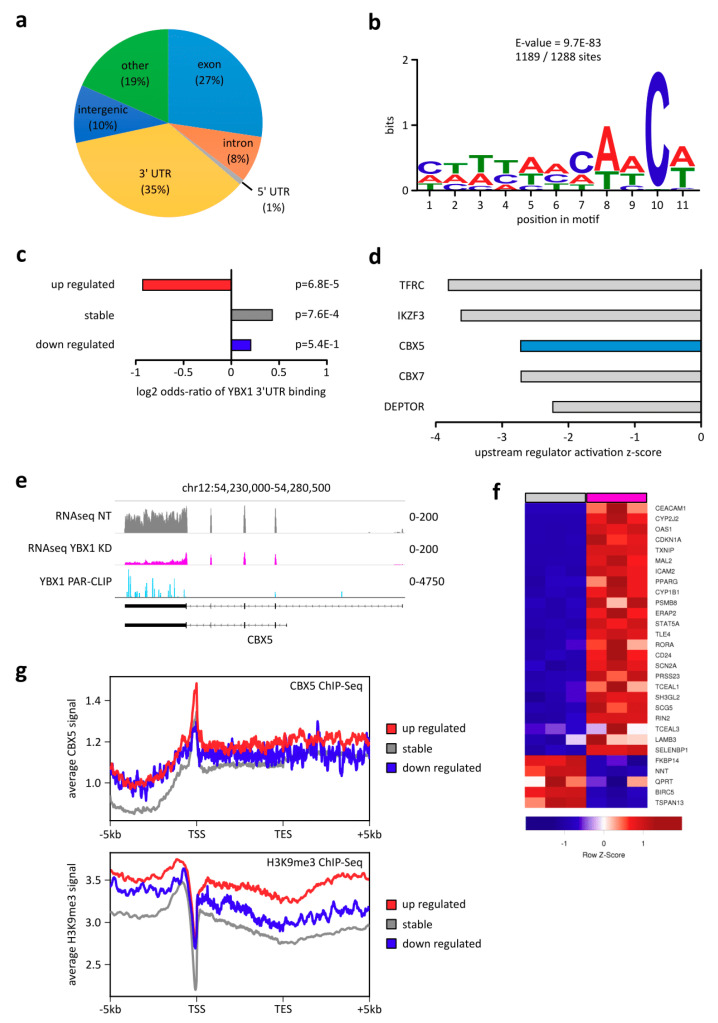
YBX1 binding to CBX5 mRNA indirectly affects repression of inflammatory pathway genes. (**a**) YBX1 PAR-CLIP performed in HEK293 cells reveals binding pattern of YBX1 using all Bmix detected binding sites within gene annotations. Annotation was performed with homer annotatePeaks.pl. (**b**) Motif analysis of YBX1 binding sites within 3′UTRs and exons (1288 total binding sites) was performed with the MEME suite, and the most significant motif is shown. (**c**) Enrichment analysis of 3′UTR/exon binding of YBX1 within differentially regulated genes in UW228-3 upon YBX1 KD. Enrichment was performed in R using Fisher’s exact test (fisher.test), and log2 odds ratio and *p*-value are reported. (**d**) IPA upstream regulator analysis was performed with all differentially expressed genes in UW228-3. Only genes with an activation z-score of < −1.96, expression log2 fold-change < −1.0 and expression FDR < 0.05 are shown. Blue highlight further depicts genes with 3′UTR/exon binding of YBX1 defined by YBX1 PAR-CLIP. (**e**) Tracks represent RNA-Seq of UW228-3 (normalized FPKM reads) and PAR-CLIP of YBX1 (normalized CPM reads) around the *CBX5* gene. Tracks were created with IGV. (**f**) Heatmap of all known downstream targets of CBX5 as reported by IPA upstream regulator analysis. (**g**) ChIP-Seq signal of CBX5 binding in GM12878 cells (upper) and H3K9me3 in A549 cells (lower) within and +/−5kb around genes reported to be differentially expressed in UW228-3. Average signal across all regions per category was created with DeepTools.

## Abbreviations

CBX5	Chromobox protein homolog 5
FDR	False discovery rate
H3K9me3	Histone 3 K9 tri-methylation
IPA	Ingenuity pathway analysis
KD	Knockdown
PAR-CLIP	Photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation
PBS	Phosphate buffered saline
RBP	RNA binding protein
RNA-seq	RNA sequencing
ChIP-seq	Chromatin-immunoprecipitation and sequencing
Ssh	Sonic hedgehog signaling
Wnt	Wnt signaling
YBX1	Y-box binding protein 1

## Appendix A

All sequencing data was deposited at NCBI GEO under the accessions GSE150924 (RNAseq) and GSE150925 (PAR-CLIP). All computational code for the analysis is available upon request from the authors.

How the deposited data were processed for this re-analysis (not part of the article)

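YBX1 PAR-CLIP was performed in HEK293 cells in 2 replicates, which the authors pooled into 1 list of binding sites. This list is the only file used here. The authors trimmed the reads with cutadapt 1.4.1, aligned them to GRCh38 and a transcriptome with the PARA-suite pipeline, called stranded clusters with BMix at its default parameters and annotated them with HOMER. The file gives the chromosome, start, end, strand, gene name and annotation of each site. It holds no read count, conversion rate or score, so the depth behind a site is unknown, no site could be ranked by strength, and nothing could be computed per replicate. The Wilson intervals of shares and the exact Poisson interval of a number of sites cover counting error only.

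Positions were read as starting at base 1 of the chromosome. The last base of a site was taken as 1 before the listed end, since the G that RNase T1 leaves lies there on both strands. Of the names in the authors' gene column, 1786 sites carried a current gene symbol and 105 an older one, 29 carried a name that could not be matched, and 134 carried none. The column holds 1476 distinct entries, of which 1475 are names and 1 stands for no name. Shares of sites by class were taken from the authors' annotation, and those from GENCODE release 44 are given as an alternative. In GENCODE, each site was classed by its midpoint on its own strand over all transcripts, in the order 3′UTR, coding exon, 5′UTR, exon of a noncoding RNA, intron and intergenic. The gene of a site came from GENCODE. Where several genes shared a site, the order of classes, then protein-coding genes and then MANE Select transcripts took precedence. The last of these rules was added after the first results were seen, because readthrough genes had taken sites of the genes they span, and the alphabetical order used before it is kept as an alternative. For lengths, 1 transcript per gene was used, the MANE Select or canonical one where marked and otherwise that with the longest coding sequence.

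The number of sites in 3′UTRs was compared with that given by the lengths of the regions of each transcript in an exact Poisson-binomial test over 1563 sites. MEME was not run. Base content was compared between 1017 sites in 3′UTRs or exons and windows of the same width 100 nt away in the same exon, by a permutation test that flips signs over sites with 100000 draws, and each tetramer by an exact McNemar test. Of the 1288 such sites, 1259 lay inside 1 exon on their own strand, and those without a window in that exon that touched no other site were left out. For 657 sites, up to 10 windows in the same exon that begin after a G, end in a G and hold as many other G as the site were used as well. The 3′UTR lengths of genes with and without a site were compared by a permutation test of the difference in medians on the log2 scale.

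Lists of genes for 17 groups were fixed from textbook knowledge. The 13 mitochondrially encoded mRNAs have no annotated 3′UTR and were not tested, and the other 16 groups were compared by Fisher's exact test with the remaining ones of 19527 protein-coding genes with a 3′UTR. Expression in HEK293 cells was not used here, so the background could not be limited to expressed genes. All tests were two-sided, with Benjamini-Hochberg adjustment within a family and a threshold of 0.05 on the adjusted p. The text names every gene that the paper names beside the PAR-CLIP data or as a target, the other upstream regulators of Figure 3d, the inflammatory and apoptosis genes of its text, the 20 genes with the most sites, up to 4 members with the most sites of each group, and the 10 tetramers with the largest excess. Some items that this rule covers are not reported here. Genes named beyond this rule, in examples of 3′UTR density, of annotation and of wide sites and as further members of a group, were chosen after their values were seen.

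The alternatives were any overlap in place of the midpoint, no regard to strand, coding exons before 3′UTRs, promoters and transcript ends first as in HOMER, 1 transcript per gene, only sites wider than the median, sites within 50 nt merged, sites extended by 10 nt, windows 300 nt away, 3′UTR or coding exon sites alone, 1 site per gene, 5 strata of 3′UTR length and a background of the listed genes. Windows ending as RNase T1 leaves them, sites whose sequence occurs once in the genome, sites outside the mitochondrial chromosome, the authors' gene names and the alphabetical order of overlapping genes were added after seeing the data. So was the number of CBX5 sites in the authors' annotation. The tests were checked on simulated data. Among 817 unchanged windows 0 tetramers were called, and of 5 tetramers placed in 5, 10 and 20 percent of windows 2, 4 and 5 were recovered. A 3′UTR weight of 1.3 was found in 100% of runs and random placement by length was called in 3%. Random sets of bound genes gave 0.25% of groups called. The simulated windows did not imitate the ends that RNase T1 leaves. The random sets did not imitate unequal expression or 3′UTR length of genes. These checks therefore say nothing on false calls from those sources.

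Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 and bedtools 2.31.1 for sequences and overlaps. The RNA-seq after YBX1 knockdown and the ChIP-seq data of the paper were not used here, so no value is given for changes in expression or for their overlap with binding.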

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

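The count of copies in the nuclear genome and the reading of the tetramer test below were chosen only after the result was seen. The paper does not report on the sites on mitochondrial RNA, which HOMER leaves without a class, nor on most genes with many sites.

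On mitochondrial RNA there were 55 sites, or 2.68% of the list, at 3.32 per kb of the chromosome. They lay in 11 of the 13 mitochondrially encoded mRNAs, with 9 each in MT-ND4 and MT-ND5, 5 in MT-CYB, 4 each in MT-CO1, MT-ND1, MT-ND3 and MT-ND4L, and 0 in MT-ND6 and MT-ATP8, and 6 sites lay in tRNA or rRNA genes. Background from both strands of the DNA is argued against, since 94.5% of the sites lay in a gene on its own strand (85.1 to 98.1), and reads of nuclear copies are too, since 0 of the sites had an exact copy in the nuclear genome (upper limit 6.53%). Nonspecific recovery of an abundant RNA stays open: 26 sites held 1 of 6 fixed tetramers as often as windows of the same RNA ending in G (84.6% of both, difference 0 points, -18.8 to 18.8), which is what that explanation predicts, but with 84.6% of windows already holding one the difference of 21.2 points seen for 3′UTR and exon sites was out of reach. No biological explanation was tested, and whether the tagged YBX1 met these RNAs in the cell or after lysis cannot be told from the list.

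Among genes outside those the paper discusses, 46 had more than 3 sites. NUCKS1 had the most of all genes, 10 sites, all in its 3′UTR in both annotations.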

How the results depend on the processing

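The settings with windows ending as RNase T1 leaves them, sequences that occur once in the genome, no mitochondrial sites, the authors' gene names and the alphabetical order of overlapping genes were chosen only after the result was seen. So was the number of CBX5 sites in the authors' annotation. No paired analysis was possible because the replicates were pooled, and for the same reason leaving out a replicate was not possible. The depth behind the sites is unknown, and the only stricter threshold at hand was the width of a site.

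The share of sites in 3′UTRs and that in 3′UTRs or coding exons, 35.3% and 62.7% in the authors' annotation, were 55.4% and 78.9% in GENCODE, 55.6% and 79.2% with any overlap, 57.3% and 81.0% without regard to strand, 47.2% and 78.9% with coding exons first, 46.5% and 77.4% with 1 transcript per gene, and 26.2% and 37.9% with promoters and transcript ends first. All of these change the gene models. Apart from the last, they also leave out promoters and transcript ends as classes, and all but the last and the one without regard to strand use the strand. Within GENCODE, the order of 3′UTRs and coding exons alone moved the 3′UTR share between 55.4% and 47.2%. Of the 562 exon sites of the authors' annotation, 150 were 3′UTR in GENCODE. How much each change adds to the difference from the authors' annotation was not tested. The authors' shares stayed within their intervals with sites wider than the median, merged sites, sequences that occur once and no mitochondrial sites (33.6% to 36.3% and 63.1% to 64.8%).

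Of 1378 genes with a site, 726 had one wider than the median, where fewer sites enter by construction, and the other settings gave 1254 to 1475. For the same reason the number of CBX5 sites fell from 8 to 4, and it was 6 in the authors' annotation, 7 with sequences that occur once and 8 with merged sites or the longest transcript. The excess of 3′UTR sites over length was 1.05 to 1.10 in all 6 alternatives (highest p 0.0235, exact test). The 3′UTRs of bound genes were longer by 0.69 to 1.28 on the log2 scale in all 4. The excess of C and A was 3.49 to 13.6 points in all 8 (permutation test, p = 1e-05 in each). The number of tetramers more frequent in sites, 73 against windows 100 nt away, was 28 with windows ending as RNase T1 leaves them and 60 to 73 otherwise. CACC then had an excess of 0, and the cause was not tested beyond the G content.

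Of the gene groups, 10 had more bound genes, and 9 to 12 did so with strata of length, 3′UTR or coding exon sites, sites wider than the median and the alphabetical order. Against the listed genes alone 5 groups differed, 2 with more and 3 with fewer bound genes, because 18.9% to 22.8% of the other genes are bound in that background, against 6.34% to 6.46% among all. The odds ratio then fell below 1 for the ribosomal proteins (0.522), the proteasome (0.725), the Polycomb complexes (0.912), apoptosis (0.586) and the respiratory chain (0.377). With sites wider than the median it did so for the Polycomb complexes (0.928, 1 gene bound).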

Other observations

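The test of A alone against RNase T1, the comparisons with windows ending as RNase T1 leaves them, the number of CBX5 sites set against other genes at equal length, and the position of sites along 3′UTRs and coding sequences were chosen only after the result was seen.

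Beside mRNAs, YBX1 sites were placed in exons annotated as noncoding. Of 122 sites in noncoding exons of GENCODE, 45 lay in lncRNA genes, 31 in processed pseudogenes and 26 in noncoding transcripts of protein-coding genes. Whether reads at the pseudogenes and at these noncoding transcripts came from mRNAs was not tested. Among the cytosolic ribosomal proteins, RPL15 had 2 sites, and RPL27A, RPL36, RPL38, RPLP0, RPS14, RPS19, RPS24, RPS29 and RPS4X had 1 each. Of the Polycomb genes, RBBP7 had 2 sites and AEBP2 and BMI1 had 1 each.

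Along the 3′UTR, 561 of 955 sites lay nearer to the stop codon than to the end of the transcript (58.7%, 55.6 to 61.8, exact binomial test, p = 7.25e-08), and with 1 site per gene 426 of 732 did (58.2%, p = 1.05e-05). Along the coding sequence, 300 of 641 sites lay nearer to the start codon (46.8%, 43.0 to 50.7, exact binomial test, p = 0.114). Of the 205 sites that the authors' annotation calls intergenic, 97 lay in a GENCODE exon on their own strand (47.3%, 40.6 to 54.1) and 95 were intergenic there too, while 4 had a copy in a protein-coding transcript elsewhere (1.95%) and 6 lay within 5 kb past the end of a protein-coding gene (2.93%).

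The sites were richer in C and A than the windows around them. Cleavage after G by RNase T1 lowers G and thereby raises every other base, but among A, C and U alone C was still higher by 5.33 points (4.56 to 6.11), which argues against cleavage as the whole cause of the C. For A it stays open, since the A share among A, C and U was lower than in windows 100 nt away (-1.84 points, -2.73 to -0.941) and higher than in windows ending as RNase T1 leaves them (1.20 points, 0.0922 to 2.30). Selection of U by 4SU would raise U, and U was higher by 2.27 points over all bases (1.52 to 3.03), but the loss of G raises U as well. Against windows ending as RNase T1 leaves them, with G nearly equal (-0.282 points), U was lower (-4.75 points, -5.73 to -3.76). Among A, C and U alone, U was also lower than in windows 100 nt away (-3.49 points, -4.33 to -2.65). With G nearly equal or left out, however, the share of U is what C and A leave. Both lower values therefore restate the excess of C and A and cannot test a cause of it. Whether 4SU selected U stays open.

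CBX5 carried 8 sites (exact Poisson 95% interval 3.45 to 15.8) in a 3′UTR of 10813 nt. The 99th percentile of 1319 genes with a 3′UTR of at least 5 kb was 3 sites, but that comparison holds neither length nor expression equal. At the length of CBX5, the sites per kb of the other 136 such genes with a 3′UTR site give 2.17 sites, and those of the 21 with at least 10 kb, which had at most 3 sites each, give 1.11, which argues against the explanation that a long 3′UTR gives more chances for a site as the whole cause. The interval also lay above both values with sequences that occur once (7 sites, from 2.81) and, narrowly, with the sites the authors class as 3′UTR (6 sites, 2.20 against 2.14 and 0.973), but with sites wider than the median (4 sites, from 1.09) it held the 1.77 that genes from 5 kb give. The amount of CBX5 mRNA in HEK293 cells was not in these data and stays open, as does a preference of YBX1 for this 3′UTR.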
